A study of Homo sapiens with 95 samples. Its data were reported in "Assessment of a Highly Multiplexed RNA Sequencing Platform and Comparison to Existing High-Throughput Gene Expression Profiling Techniques" (2019).

How the data were processed

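Gene expression was profiled by 3′ digital gene expression (3′DGE), a multiplexed RNA sequencing method that tags each well with a barcode and each captured molecule with a unique molecular identifier (UMI), and reads only the 3′ end of polyadenylated transcripts. The cells were AALE, an immortalized human bronchial epithelial line. The labels gave 95 wells of 8 cell populations under 4 chemicals: the DMSO vehicle, cigarette smoke condensate (CSC) at 24 µg/ml, benzo[a]pyrene (BaP) at 173 µM and the tobacco nitrosamine NNK at 490 µM. Each population carried an overexpressed gene, a CRISPR knockout or a control construct.

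The deposited values were raw UMI counts per gene, not normalized, with the same gene symbols listed for every well. According to the study's methods the authors received these count matrices already quantified. BWA aln had placed the reads on RefSeq transcripts of the hg19 assembly, and each UMI within a well had added a single count to its gene. The study describes the counted UMIs as those matching a single gene, so ribosomal protein genes and other families with many near-identical copies are uncertain in level.

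Groups and replicate numbers were taken from the sample titles. A replicate number of 2 digits was carried by 13 wells in 6 groups, and the labels did not say whether such wells were separate cultures. The main comparisons therefore used the 82 wells with 1-digit numbers. In the plate layout every plate row held wells of 1 chemical, so chemical and plate row cannot be separated by any model. Each population also kept the same columns, and the same place in the pair of rows, under every chemical. Differences between populations therefore cannot be separated from position on the plate either. Comparisons needed 3 wells in each group.

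Counts were analysed in R 4.3.3. The main test was limma 3.58.1 with voom weights and TMM normalization factors from edgeR 4.0.16, fitted to the compared groups only, over genes with a mean count above 1, with Benjamini-Hochberg adjustment and an adjusted p-value threshold of 0.05. All gene tests were two-sided. The effect of each chemical was fitted across the populations with 3 wells under both that chemical and DMSO, with population as a covariate. The comparison of 4 groups used a moderated F statistic computed from the weighted residual sums of squares with and without the group terms, since the F that the package prints for several coefficients depended on how the groups were coded. Variances were shrunk strongly: the prior degrees of freedom ran from 40.5 to 100 in 9 of the 10 comparisons of 2 groups, which have 4 residual degrees of freedom each, and were unbounded for FGFR1 against HcRed. Very small adjusted p-values therefore rest on the variance shared between genes more than on the 3 wells of each group.

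Lists of NRF2, aryl hydrocarbon receptor (AHR), MAPK and p53 target genes were fixed before the data were examined, as were the designs, the alternatives and the genes to be named. A list's score was the mean log2 CPM of its genes, counts scaled to the library total, with TMM factors and a prior count of 2. Differences were tested by permuting labels within populations or chemicals, exactly where the arrangements allowed and otherwise with 100000 draws, with Benjamini-Hochberg adjustment over the 10 scores. The genes named below are the 6 targeted genes, up to 3 higher and 3 lower genes with the smallest adjusted p-values among those where every treated well lay beyond every control well within each population, and listed target genes past the threshold. The text gives a selection of these genes, and 1 particular gene among them is not reported here.

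Gene positions, transcript lengths and GC content came from a GENCODE annotation of the same hg19 assembly, in which 93.9% of the listed symbols were found, 1525 of them through an older symbol. Only these positions were used, with no conversion between builds.

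Total counts per well set the precision. Among the 82 wells the smallest total was 692446, and intervals for single wells are not given because groups were compared through replicates. The scripts were tested on simulated counts with the real means and library sizes and 200 changed genes. Every gene was given the same dispersion, the variation between wells beyond sampling of counts. That setting favours variances shrunk towards a shared value. The shares below therefore do not show how the fits behave where genes differ in dispersion. With a log2 change of 2, limma-voom recovered 69.0% of the changed genes in a fit of 6 wells and 92.5% in a fit of 30 wells, and all those with a mean simulated count above 20. With a log2 change of 1 the recovered share was 38.5% at 6 wells, where 13.5% of the genes called were false, and 71.5% at 30 wells, where 4.03% were false. The nominal rate was therefore exceeded in that simulation of 6 wells. With no changed gene the fits called 4 and 0 genes. A simulated arm-wide log2 shift of 0.5 was recovered as 0.49.

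Alternatives fixed in advance were edgeR's quasi-likelihood test, DESeq2 1.42.0, median-ratio size factors, no filter on low counts, the replicate number as a block, a single fit over all groups, other chemicals as strata, the filter on the 10000 most variable genes and the per-gene F test of the study's methods, leaving out each replicate, and using the wells with 2-digit numbers. After the data were seen, 3 more were added: removing each well's trend on transcript length and GC content, removing the mean of each shifted chromosome arm, and leaving out NRG1 NNK replicate 2.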

Results

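The data comprise UMI counts of the listed genes in 95 wells of AALE cells. The overexpression populations carried NRF2 (gene NFE2L2), FGFR1, NRG1 or PIK3CA, with cells expressing the HcRed reporter as their control. The knockout populations were targeted at FAT1 or CDKN2A, with cells that received Cas9 and GFP without a guide as their control. Among the 82 wells with 1-digit replicate numbers, 25 of the 31 groups held 3 wells.

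Coverage was examined first. The counted library averaged 1283217 UMI counts (SD 237570, n = 82), from 692446 to 1895735, a ratio of 2.74 between the largest and the smallest. A median of 50.0% of listed genes had at least 1 count in a well, from 45.9% to 55.3%. Requiring a count above 1 moved that median most, to 42.5%. The 100 highest genes took 49.7% of the counts (SD 1.49, n = 82), and the highest gene, MALAT1, took 2.5% of all counts. Libraries were larger under DMSO, at a mean of 1427513 (SD 172008, n = 24), than under CSC at 1290086 (SD 282915, n = 17), BaP at 1213795 (SD 150093, n = 19) or NNK at 1180450 (SD 256396, n = 22). Because each plate row held 1 chemical, these depths could not be compared within a row.

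**Figure D1:**
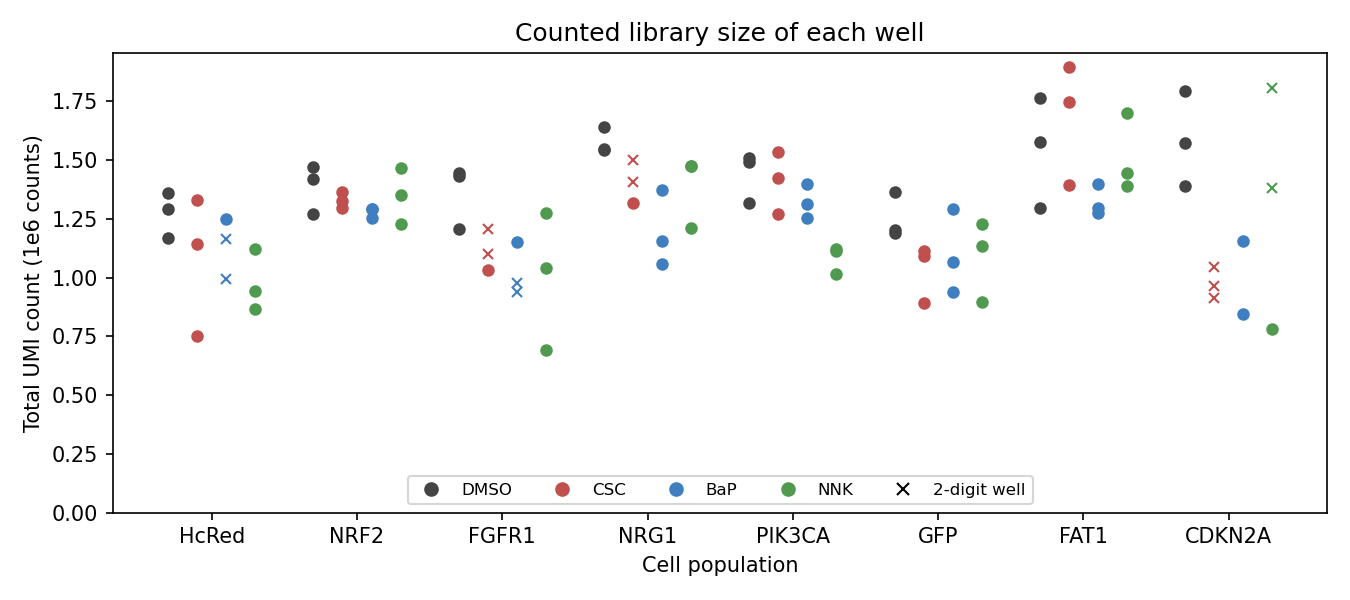
Total UMI count of each well (vertical axis, in units of 1e6 counts) by cell population (horizontal axis), coloured by chemical, with crosses for wells with 2-digit replicate numbers. Wells with 1-digit numbers ranged from 692446 to 1895735 counts.

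Replicate wells were compared with a chi-square statistic over genes with at least 20 counts in a pair. For 74 pairs of 1-digit wells the statistic per degree of freedom had a median of 1.44, from 1.13 to 2.89. The pairs of NRG1 NNK replicate 2 with the other wells of its group lay apart, at 11.3 and 11.8. That well had a total count of 1474903 and detected 55.3% of genes, against at most 54.3% in any other well. It was kept in the main comparison of NNK with DMSO. Leaving it out, a choice made after seeing the data, raised that comparison from 819 to 2245 genes.

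The targeted genes were examined next, since they check the labels. NFE2L2 (hg19 chromosome 2, 178083395 to 178257484) averaged 152 CPM in NRF2 cells (SD 12, n = 3) against 44.8 in HcRed cells (SD 7.58, n = 3), a limma log2 fold change of 1.84 (SE 0.14, adjusted p = 8.77e-19). FGFR1 (chromosome 8, 38257733 to 38326352) averaged 22.9 against 4.05 CPM, a log2 fold change of 2.53 (SE 0.41, adjusted p = 6.99e-07). NRG1 (chromosome 8, 31496738 to 32713184) averaged 108 against 0.258 CPM, a log2 fold change of 7.65 (SE 0.83, adjusted p = 1.07e-11). PIK3CA (chromosome 3, 178865902 to 178957881) averaged 11.9 against 2.17 CPM, a log2 fold change of 2.47 (SE 0.57, adjusted p = 0.00211).

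In the knockout populations, FAT1 (chromosome 4, 187508948 to 187647876) averaged 1.9 CPM in FAT1 cells (SD 1.74, n = 3) against 8.35 in GFP cells (SD 2.96, n = 3), a limma log2 fold change of -2.47 (SE 0.62, adjusted p = 0.0022). It no longer passed the threshold when FAT1 DMSO replicate 1 was left out, at a log2 fold change of -1.27. In the limma fit over all chemicals the log2 fold change was -1.67 (adjusted p = 6.62e-06). CDKN2A (chromosome 9, 21967751 to 21995300) averaged 21.4 CPM in CDKN2A cells (SD 2.4, n = 3) against 36.7 in GFP cells (SD 1.86, n = 3), a log2 fold change of -0.89 (SE 0.21, adjusted p = 0.000853). Over all chemicals its mean was 19.2 CPM in CDKN2A cells, 21 in PIK3CA cells and 21.3 in NRF2 cells. GFP cells had the highest mean of the 8 populations, 30.8. Under DMSO single wells of CDKN2A cells ran from 19 to 23.8 CPM. Those of FAT1 cells (19 to 22.4) and HcRed cells (20.5 to 23.5) lay within that range. Wells of PIK3CA, FGFR1 and NRG1 cells overlapped it, and those of NRF2 and GFP cells lay above. The lower level against GFP cells was thus not seen against HcRed cells, the other control. The counts do not show whether the coding sequence was cut.

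**Figure D2:**
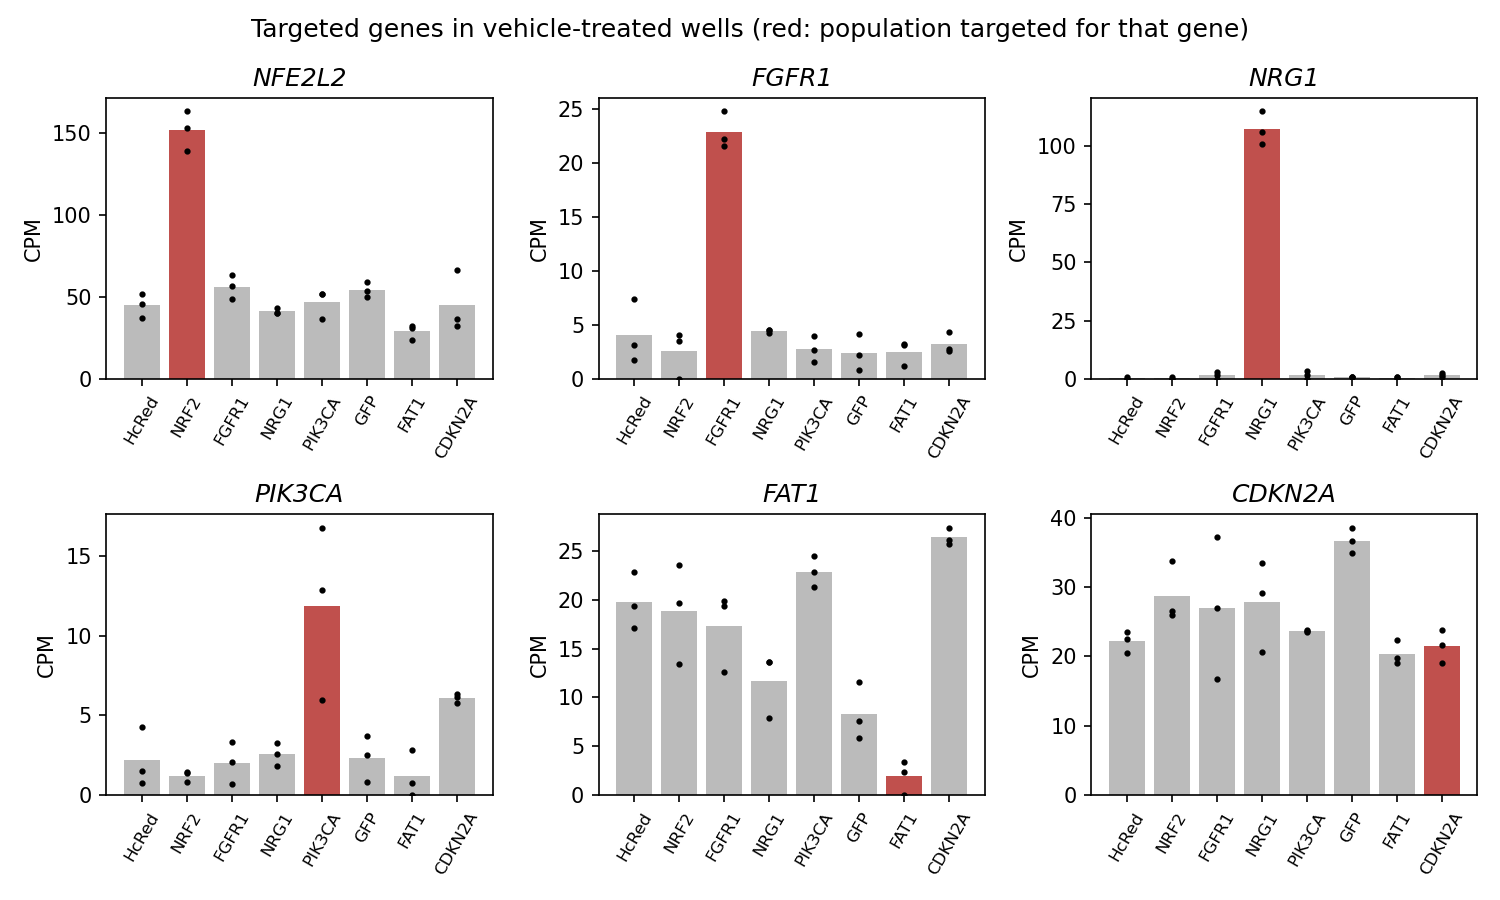
CPM of each targeted gene (vertical axes) in DMSO wells of every population (horizontal axes). Bars are means of 3 wells, dots are wells, and red marks the population targeted for that gene. CDKN2A differed least from its control, GFP cells, by -0.89 on the log2 scale.

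The response to CSC, a mixture from cigarette smoke, was compared within each of 2 populations. In HcRed cells 115 genes differed from DMSO, 78 higher and 37 lower, of 11043 tested. DESeq2 called 58 and a single fit over all groups called 49, the lowest count of any alternative. FTL rose by a log2 fold change of 1.24 (SE 0.02) and S100A6 by 0.43 (SE 0.02), while CAV1 changed by -0.63 (SE 0.06), KRT5 by -0.81 (SE 0.09) and KRT19 by -0.63 (SE 0.08). In NRF2 cells 182 genes differed, 64 higher and 118 lower. FTL and FTH1 each rose by 1.08, and CAV1 changed by -0.95 (SE 0.06).

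NRF2 cells were compared with HcRed cells to find the effect of NRF2 overexpression. Under DMSO 551 genes differed, 380 higher and 171 lower. FTL was higher by a log2 fold change of 0.75 (SE 0.02), and C3orf14 was lower at -2.56 (SE 0.16). The rise of FTL is not specific to NRF2 cells. Against HcRed cells under DMSO it was also 0.79 (SE 0.07) in FGFR1 cells and 0.76 (SE 0.02) in PIK3CA cells. Under CSC 319 genes differed, 173 higher and 146 lower. NFE2L2 was higher there by 1.86 (SE 0.15, limma adjusted p = 1.16e-14), and FTL by 0.58 (SE 0.02).

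Across the 4 groups of both populations under DMSO and CSC, 875 of 11257 genes differed by the moderated F test. The per-gene F test moved that count most, to 325. A test of whether the CSC response differed between NRF2 and HcRed cells gave 26 genes, 2 higher and 24 lower, with 676 at an unadjusted p under 0.05.

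FGFR1 cells differed from HcRed cells under DMSO in 104 genes, NRG1 cells in 349 and PIK3CA cells in 607. S100A8 was lower in each, by log2 fold changes of -3.6 (SE 0.14) in FGFR1 cells, -3.01 (SE 0.09) in NRG1 cells and -3.84 (SE 0.12) in PIK3CA cells. Its mean was 689 CPM in HcRed cells (SD 40.6, n = 3) and 908 in NRF2 cells (SD 27.2, n = 3), but only 48.9 in GFP cells (SD 7.66, n = 3). GFP cells, the other control, differed from HcRed cells in S100A8 by a log2 fold change of -3.76 (SE 0.12). SPARC was higher by 1.27 (SE 0.15) in FGFR1 cells and by 2.01 (SE 0.12) in PIK3CA cells.

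FAT1 cells differed from GFP cells in 1570 genes, 712 higher and 858 lower, and CDKN2A cells in 2067, 1000 higher and 1067 lower. In FAT1 cells RPL26 rose by a log2 fold change of 0.92 (SE 0.02) and MT2A changed by -1.13 (SE 0.03). In CDKN2A cells FTL rose by 1.56 (SE 0.07) and ANXA1 changed by -1.44 (SE 0.09). The background for these counts is the comparison of the control populations with each other. GFP and HcRed cells, neither of which had a targeted gene, differed in 1202 genes, more than any overexpression population differed from HcRed cells. TIMP1 was lower in GFP cells, at a log2 fold change of -1.72 (SE 0.06).

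**Figure D3:**
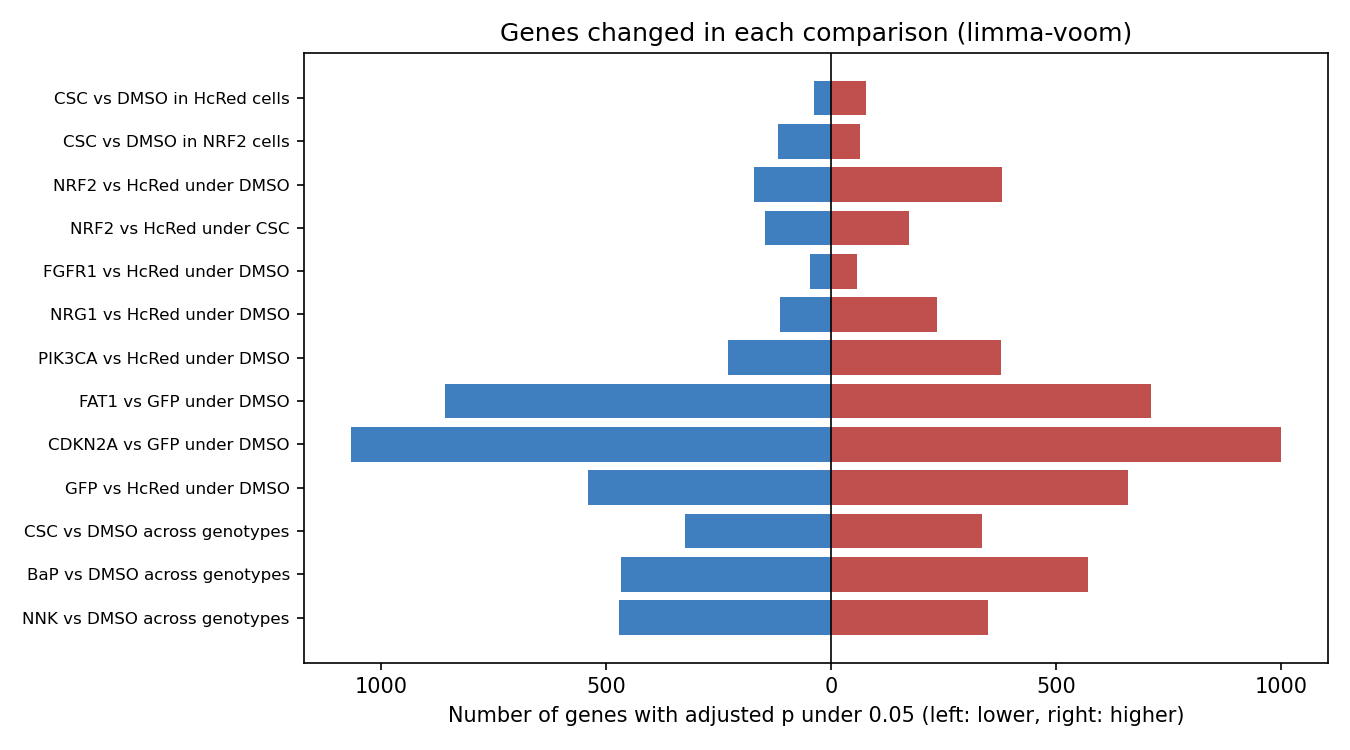
Number of genes with an adjusted p under 0.05 (horizontal axis, higher to the right and lower to the left) in each comparison. The control populations GFP and HcRed differed in 1202 genes, more than the 607 of PIK3CA against HcRed cells.

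Chemicals were then compared with DMSO across populations. CSC changed 661 genes in 30 wells of 5 populations, 336 higher and 325 lower. BaP changed 1036 genes in 30 wells of 5 populations, 570 higher and 466 lower. NNK changed 819 genes in 42 wells of 7 populations, 348 higher and 471 lower. FTL rose by a log2 fold change of 1.16 (SE 0.02) under CSC and 0.97 (SE 0.02) under BaP. CYP1B1 rose by 3.65 (SE 0.14) under CSC, 3.42 (SE 0.14) under BaP and 1.54 (SE 0.14) under NNK. CYP1A1 rose by 4.29 (SE 0.27), 4.54 (SE 0.29) and 2.18 (SE 0.21). NQO1 rose by 1.27 (SE 0.04) under CSC, 0.87 (SE 0.05) under BaP and 0.28 (SE 0.05) under NNK. Of the listed target genes past the threshold under NNK, FTH1 changed by -0.19 (SE 0.05) and GSR by -0.33 (SE 0.11). The others rose, among them FTL by 0.26 (SE 0.05). The genes with the smallest adjusted p under NNK included EGR1 at 1.92 (SE 0.12). Genes changed by 2 chemicals moved in the same direction in 312 of 328 for CSC and BaP, 161 of 173 for CSC and NNK and 363 of 368 for BaP and NNK. The comparisons share DMSO wells, which by itself favours such agreement. Well barcodes under BaP and NNK also held more G and C bases, on average 4.7 and 5 against 1 under DMSO. A part of the barcodes in the agreement of BaP and NNK cannot be excluded.

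The scores of the target lists gave the same comparison in single values. The NRF2 list rose by 0.55 in log2 CPM under CSC in 5 of 5 populations, by 0.45 under BaP in 5 of 5 and by 0.1 under NNK in 7 of 7, the lowest a rise of less than 0.01 in FGFR1 cells. The permutation adjusted p was 2e-05 for CSC and BaP and 3.33e-05 for NNK, with 1e-05 the smallest unadjusted p that the draws can give. The AHR list rose by 1.88 under CSC, 1.84 under BaP and 0.81 under NNK, in every population compared. Under DMSO the NRF2 list was not highest in NRF2 cells, where it ran from 5.543 to 5.599. It was higher in FGFR1 cells (5.608 to 5.683) and CDKN2A cells (5.623 to 5.751). It was lower in GFP, NRG1, PIK3CA and FAT1 cells. In NRF2 cells the NRF2 list exceeded HcRed cells by 0.07, in 3 of 3 chemicals, which did not pass the threshold (exact permutation adjusted p = 0.0692). With the replicate number as a block, a pairing taken from the labels, the adjusted p was 0.00488. Whether the numbers pair the wells is open. Across genes the mean correlation of same-numbered wells was 0.02 under DMSO and CSC, while the scores of same-numbered NRF2 and HcRed wells correlated at -0.99 under DMSO, -0.59 under CSC and 0.91 under NNK, over 3 pairs each. The MAPK list was lower in FGFR1 cells by -0.42 (exact permutation adjusted p = 0.0125), from -0.461 to -0.403 when a replicate was left out, where the remaining wells are too few to pass the threshold. The lower score is not specific to FGFR1 cells. Under DMSO the scores ran from 2.207 to 2.363 in HcRed cells and from 1.704 to 1.935 in FGFR1 cells. They also lay below HcRed cells in NRF2 cells (1.72 to 1.889), GFP cells (1.749 to 2.08) and FAT1 cells (1.541 to 1.887), overlapped them in NRG1 cells (2.135 to 2.456), and lay above them in PIK3CA cells (2.44 to 2.717) and CDKN2A cells (2.744 to 2.89). In NRG1 cells the difference was 0.27 and did not pass the threshold (exact permutation adjusted p = 0.16), from 0.01 under DMSO and 0.53 under NNK. The NNK value includes NRG1 NNK replicate 2, which scored 3.314 against 2.331 and 2.506 in the other wells of its group. The p53 list rose by 0.17 under BaP in 4 of 5 populations (permutation adjusted p = 0.00236). It was not tested under CSC or NNK, so the rise is not shown to be specific to BaP. In HcRed cells its score ran from 3.569 to 3.961 under CSC against 3.264 to 3.324 under DMSO. In GFP, NRF2, FAT1 and PIK3CA cells the CSC and DMSO wells overlapped.

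**Figure D4:**
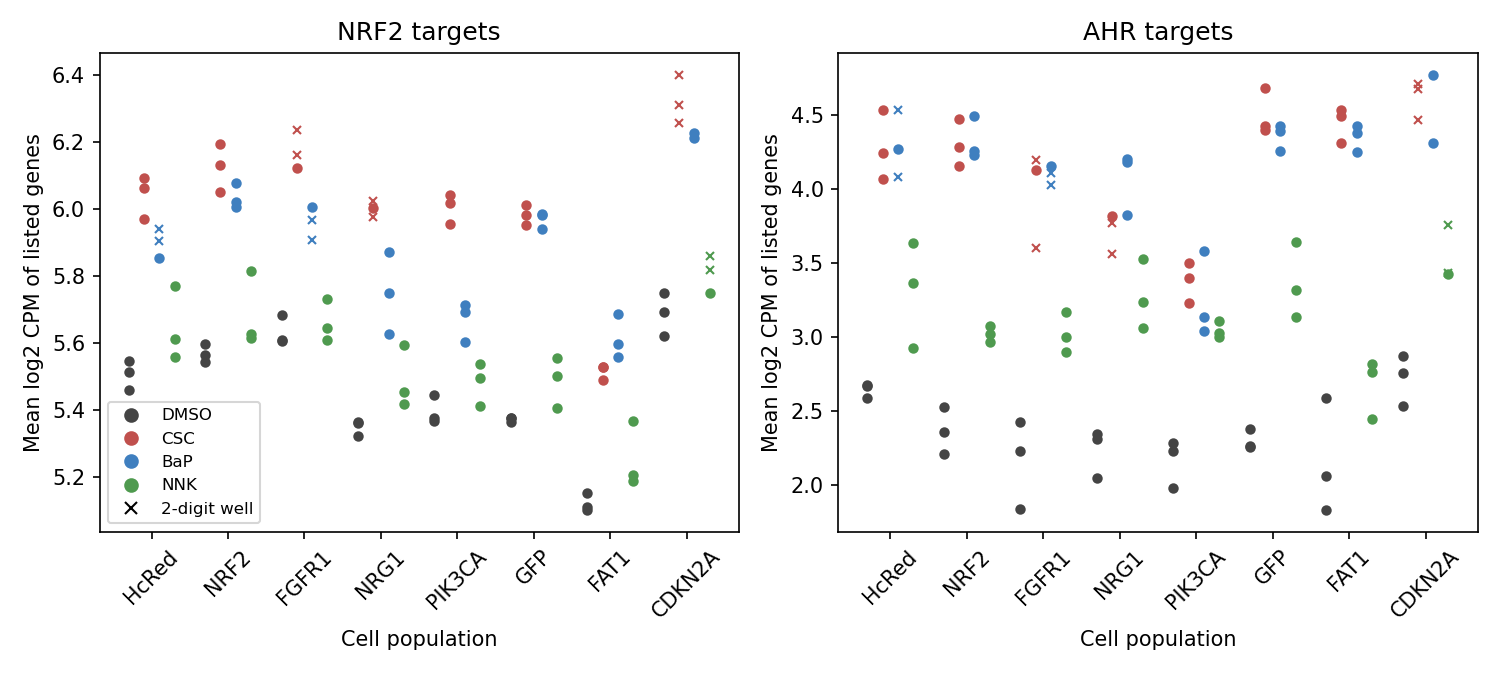
Mean log2 CPM of the NRF2 and AHR target lists (vertical axes) in each well by population (horizontal axes), coloured by chemical, with crosses for wells with 2-digit replicate numbers. The AHR list rose by 1.88 under CSC and 1.84 under BaP.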

Values the study reported

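For 3′DGE the study reported that a median of 50.5% of genes were quantified. In the comparison of the NRF2 and HcRed populations under CSC and DMSO, the study reported a discovery rate of 0.032, or 310 genes, out of 9,813 genes.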

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

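The tests below of the wells with 2-digit numbers against pairs of wells, and the counts of other splits, were set before the data were examined. The differences of the list scores were chosen only afterwards.

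The CSC response was tested for a difference between NRF2 and HcRed cells, and 26 genes passed the threshold. When the wells were regrouped, 13 of 100 splits gave as many genes, and the highest gave 589. Regrouping turns the differences between the 4 groups into apparent interactions, so these splits cannot show whether the 26 genes arose by chance. The count moved both ways with the method, to 55 genes with the replicate number as a block, 35 without length and GC trends, 34 with median-ratio size factors, 18 with DESeq2, 6 with edgeR and 0 in a single fit over all groups, against 676 genes at an unadjusted p under 0.05. Leaving out a well gave 16 to 49. No biological difference in the response is claimed from it.

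The wells with 2-digit numbers entered no main comparison, yet they carried the signal of the chemical on their label. The AHR list exceeded its level in the DMSO wells of the same population by 1.9 in CDKN2A wells, 1.74 in FGFR1 wells and 1.43 in NRG1 wells under CSC, by 1.9 in FGFR1 wells and 1.67 in HcRed wells under BaP, and by 0.88 in CDKN2A wells under NNK. The NRF2 list exceeded it by 0.63, 0.56 and 0.65 under CSC in CDKN2A, FGFR1 and NRG1 wells, by 0.3 in FGFR1 wells and 0.42 in HcRed wells under BaP, and by 0.15 in CDKN2A wells under NNK. Every such well lay above every DMSO well of its population for both lists. None of them therefore looks like a DMSO well under a wrong label, although an exchange between CSC and BaP wells was not tested. The shared plate row of each chemical applies to these wells too.

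Wells that share the first digit of a 2-digit number may be a single sample spread over several wells. Their pairs had a chi-square per degree of freedom from 1.08 to 1.52, with a median of 1.19, against a median of 1.44 for pairs of 1-digit wells. In 3 of 8 pairs the statistic lay below every 1-digit pair of the same chemical. Some pairs thus agree more closely than separate wells and others do not, so the question stays open.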

How the results depend on the processing

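Of 351 alternative values, 283 kept their direction and their side of the threshold, stayed within 1.5 times the main count or, where there was no usable test, moved by less than 1 SD between wells. None reversed. The 283 include the FGFR1 MAPK score without each replicate, at adjusted p-values of 0.0617, 0.0694 and 0.073 against 0.0125. No smaller p than 0.0556, before adjustment, can be reached with the wells left, so these fits show neither loss nor stability of that result. The same limit holds for the NRG1 MAPK score without each replicate, with score differences from 0.168 to 0.429 and adjusted p-values of 0.778, 0.333 and 0.123, also among the 283. The cause of the changes below was not tested unless a value is given for it.

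DESeq2 called fewer genes, with 58 for CSC in HcRed cells, 351 for NRF2 under DMSO, 51 for FGFR1, 217 for NRG1, 341 for PIK3CA, 856 for FAT1, 1247 for CDKN2A, 659 for GFP against HcRed and 568 for the 4-group comparison. A single fit over all groups gave 49 for CSC in HcRed cells, 47 for CSC in NRF2 cells, 160 for NRF2 under DMSO, 123 under CSC, 69 for NRG1, 303 for PIK3CA, 770 for GFP against HcRed, 399 for CSC, 660 for BaP, 457 for the 4-group comparison and 0 for the interaction. Using all chemicals gave 1197 for NRF2, 367 for FGFR1, 48 for NRG1, 1465 for PIK3CA, 3695 for FAT1 and 2557 for GFP against HcRed.

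Using all wells as separate samples gave 1134 genes for CSC, 1926 for BaP and 1392 for NNK. Summing the 2-digit wells that share a first digit gave 1001, 1872 and 1325. Both settings also brought in 1-digit wells of populations that the main fits left out. The larger counts therefore cannot be assigned to the 2-digit wells. Without a filter on low counts there were 76 genes for CSC in HcRed cells and 2145 for NNK. The filter on variable genes gave 60 for CSC in HcRed cells and 204 for NRF2 under CSC. The per-gene F test gave 325. For the interaction edgeR gave 6. Counting only genes with a count above 1 gave 42.5% detected, and thinning to the smallest library gave 44.97%.

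With the replicate number as a block, the pairing being taken from the labels, the interaction rose from 26 to 55 genes, and CSC in HcRed cells gave 102 genes, not 115. The block also brought the NRF2 score of NRF2 cells, 0.07, past the threshold. Same-numbered wells correlated at 0.02 and other wells at -0.01 in the interaction fit, so across genes no pairing was seen. Pairs of 1-digit wells had a median chi-square per degree of freedom of 1.44, so much of their difference was sampling of counts. That leaves room for only a small correlation, so the value cannot exclude pairing. The scores were not consistent on pairing, at -0.99 under DMSO and 0.91 under NNK.

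Leaving out a replicate gave 78 to 112 genes for CSC in HcRed cells, 142 to 183 for CSC in NRF2 cells, 418 to 520 for NRF2 under DMSO, 210 to 359 under CSC, 50 to 329 for FGFR1, 204 to 331 for NRG1, 441 to 535 for PIK3CA, 1181 to 1306 for FAT1, 1413 to 2203 for CDKN2A, 913 to 1020 for GFP against HcRed, 408 to 470 for CSC, 523 to 765 for BaP, 258 to 1424 for NNK, 743 to 850 for the 4 groups and 16 to 49 for the interaction. The NRF2 score ran from 0.063 to 0.079, passing without replicate 1, and the p53 score from 0.128 to 0.194, failing without replicate 3. The FGFR1 MAPK score ran from -0.461 to -0.403. The log2 fold change of FAT1 ran from -3.264 to -1.267, failing without FAT1 DMSO replicate 1. The NRG1 MAPK score was 1.017 and past the threshold with a mean count over 10, a filter under which the FGFR1 MAPK score could not be computed.

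Among alternatives chosen after seeing the data, leaving out NRG1 NNK replicate 2 gave 2245 genes for NNK, and removing arm means gave 945 for FAT1 and 753 for GFP against HcRed. Using all chemicals was not run for CDKN2A, which lacked 3 wells under the others.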

Other observations

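Only the moderated and per-gene F tests, the regrouping counts and the barcode test below were set before the data were examined. All other tests in this part were chosen after the pattern was seen, and each pattern was tested on the data in which it was found.

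The 4-group comparison gave 875 genes by the moderated F test and 325 by a per-gene F test on log2 CPM. The study used a test of the second kind, and its value quoted above is close to that count, although the genes tested were not the same.

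For each comparison of 3 against 3 wells, the 4 splits of the 6 wells that parted every same-numbered pair were compared, and 1 of 4, the real split, gave as many genes. The other 3 splits gave 0 genes in each. With 4 splits no share under 0.05 can be reached. The comparisons of CSC, BaP and NNK with DMSO across populations, and the 4-group comparison, gave as many genes in 1 of 100 splits, again the real one.

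The chemical effects cannot be separated from the plate. The number of plate rows that held wells of more than 1 chemical was 0, which also holds for CYP1A1 and for the sterol genes below. The barcode test set in advance could not be run as meant, because the number of G and C bases rarely differed within groups. It did so in 1 group of the CSC comparison, 1 of the BaP comparison and 0 of the NNK comparison. Between chemicals it did differ, averaging 1 under DMSO, 1.2 under CSC, 4.7 under BaP and 5 under NNK. The effects of BaP and NNK therefore cannot be separated from barcode composition either. Depth was tested in 2 ways that gave different shares. With log2 library size as a covariate, 89.4% of the genes changed by CSC stayed past the threshold, but only 41.3% for BaP and 41.6% for NNK. The thinning test was added after that result was known. With every well reduced to the smallest total of the fit, 58.7%, 67.8% and 53.1% stayed. Thinning also lowers power, and the loss from that alone was not measured. The genes lost by thinning therefore cannot be assigned to unequal depth. Library size was itself lower under BaP and NNK, so the covariate can absorb an effect of the chemical, and depth may account for part of both gene counts. Removing each well's trend on transcript length and GC content left 93.8%, 63.6% and 64.3%. The log2 fold changes under BaP and NNK correlated with log2 transcript length across genes at -0.22 and -0.24. With GC content they correlated at 0.2 and 0.22. Under CSC the 2 correlations were -0.08 and 0.07. Genes are not independent replicates.

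NRG1 NNK replicate 2 differed from its group at a chi-square per degree of freedom of up to 11.8, against at most 2.89 elsewhere. Its deviations correlated with log2 transcript length at 0.43 across genes, and its length slope of 0.304 lay above the highest of the other 94 wells, 0.157. Removing a trend on length with genes weighted by their counts lowered the statistic to 9.04, still above 2.89. This form of the trend replaced an earlier form that gave each gene equal weight and raised the statistic to 18.7, so in neither form did length bring the well back to its group. Its deviations correlated at no more than 0.17 with the difference of any other population from NRG1 cells, which goes against a mixture. Totals in its group differed by a ratio of 1.22, close to the median ratio of 1.21, and its total was not outside those of its group. The source of the difference was not found, and a single well gives no biological explanation to test.

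CYP1A1 rose under NNK as well as under CSC and BaP. Counts carried over from BaP wells were considered, but CYP1A1 under NNK reached 21.7% of its level under BaP, against 0.912% for NRG1 in wells of other populations relative to NRG1 cells. The log2 fold change was 2.27 with library size as a covariate and 2.13 without length and GC trends. A response of the gene to NNK may explain this, but it cannot be told apart from an effect of the plate rows.

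Several sterol synthesis genes stood out under NNK. A list of further sterol genes, none of them seen before, rose by 0.44 in log2 CPM in 7 of 7 populations (permutation adjusted p = 3e-05), while CSC gave -0.08 and BaP 0.03. The difference was 0.44 without length and GC trends and 0.47 with library size as a covariate. A shared rise of sterol synthesis under NNK is a candidate explanation that cannot be told apart from the plate rows.

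The number of genes separating the control populations raised the hypothesis that HcRed cells had shifted. If so, genes changed against HcRed cells would move the same way in GFP against HcRed cells, in other wells under NNK. They did so in 37.1% of the genes changed in NRF2 cells, 50.0% in FGFR1 cells, 56.3% in NRG1 cells and 35.6% in PIK3CA cells, against 48.3%, 51.7%, 50.7% and 46.9% of the other genes. None reached the 75% set for a general shift, and NRG1 cells alone exceeded the other genes. A shift of some genes is not excluded: PI3 averaged 193 CPM in HcRed and 212 in NRF2 cells against at most 38.4 in any other population under DMSO, SLPI 527 and 486 against at most 240, and S100A8 689 and 908 against at most 118.

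Changed genes clustered by chromosome arm. In 287 tests of an arm's mean log2 difference between populations under DMSO, 137 passed an adjusted p of 0.05, with random lists matched on expression giving 1e-04 as the smallest p. In the same test between CSC and DMSO within a population, 0 of 82 passed and the largest shift was 0.08. On 4q, 95.4% of 174 genes were higher in CDKN2A than in GFP cells, by a mean log2 difference of 0.73. On 16p, 96% of 75 genes were higher in FAT1 than in GFP cells, by 0.56. GFP cells, the control in both, themselves differed from HcRed cells by -0.41 on 4q and -0.64 on 16p. The shifts on these arms therefore cannot be assigned to the knockout populations alone. On 9p, where CDKN2A lies, genes were lower in CDKN2A than in GFP cells by a mean of -0.6. GFP cells differed from HcRed cells there by 0.04, which did not pass. The change of CDKN2A by -0.89 thus coincides with a shift of its whole arm. The sign recurred under every other chemical for 100% of the shifted arms in the comparisons of NRF2, FGFR1, NRG1 and GFP with HcRed cells and of FAT1 and CDKN2A with GFP cells. For PIK3CA against HcRed cells it recurred for 93.3%, or 14 of 15 arms, short of what was required. The wells behind this were uneven. Both populations had 3 wells with 1-digit numbers under CSC, BaP and NNK for FAT1, under CSC and NNK for NRF2, PIK3CA and GFP, under NNK alone for FGFR1 and NRG1, and under none for CDKN2A. Elsewhere the recurrence included wells with 2-digit numbers or fewer than 3 wells, and for CDKN2A it rests on such wells entirely. With those chemicals left out, the share was again 93.3% for PIK3CA and 100% for the others, CDKN2A having none to count. Copy number differences between the populations may explain the recurrence, but any other stable difference between populations would recur too, as would an effect of their fixed places on the plate, and DNA was not analysed here. With the arm means removed, the count of genes fell from 1570 to 945 for FAT1, from 1202 to 753 for GFP against HcRed and from 2067 to 1398 for CDKN2A. It fell by smaller shares for the others, from 551 to 453 for NRF2, 104 to 88 for FGFR1, 349 to 346 for NRG1 and 607 to 518 for PIK3CA.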
